A study of Mus musculus with 2 samples. Its data were reported in "Interplay of SHH, WNT and BMP4 signaling regulates the development of the lamina propria in the murine ureter" (2025).

How the data were processed

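Ureters of newborn mice (postnatal day 0) were explanted and kept in culture for 18 h. The medium held either 10 µM of cyclopamine, a plant alkaloid that blocks the SHH signal transducer SMO, or solvent at a dilution of 1 in 1000. RNA of pooled ureters was hybridised to 2 two-colour Agilent oligonucleotide arrays, each carrying a cyclopamine pool against a control pool. On replicate 1 (female pools) the control was in the green channel and cyclopamine in the red channel. On replicate 2 (male pools) the dyes were swapped. Sex of the pools, dye orientation and replicate number therefore cannot be told apart. Groups and dyes were taken from the sample labels. A channel source name in the labels gives the WNT secretion inhibitor IWP-2, whereas the titles, treatment entries and protocol give cyclopamine, and the samples were analysed as cyclopamine. Both arrays lay on the same slide and came from the same scan, so no slide or scan batch separates them.

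The deposited scanner files hold spot intensity values per channel, which the authors made with Agilent Feature Extraction 12.2.0.7. Per the file headers, the processed intensity was background-subtracted with spatial and multiplicative detrending, dim spots were given a surrogate value, and the dyes were balanced within the array by a linear and a LOWESS step. Per the file headers, the deposited log10 ratio is red over green and was not turned for the dye swap; it served only to find the direction of the series values. The authors' deposited series table gives a score per probe, which the values show to be a signed linear fold change of cyclopamine over control rounded to a single decimal and already turned the same way on both arrays. The flags per spot for background, outliers and saturation are the authors' deposited software output.

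Control spots and spots with an outlier flag (2.89% of spots on replicate 1 and 3.15% on replicate 2) were left out, and no spot was saturated. The remaining spots of each probe, up to 4, were averaged on the log2 scale. The arrays carried 39429 probes. Names came from the accession of the probe through the RefSeq gene table of the mouse assembly where it matched (28328 probes, of which 1359 changed name), and otherwise from the array file. Probe positions are those of the array annotation (build mm9), which gives no exon or UTR for them. For each gene the probe with the highest mean intensity over the 4 channels was used. All ratios were turned to cyclopamine over control.

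The study filter counted genes with a control intensity over 100 on both arrays and a change of at least 1.5-fold in the same direction on each array. It carries no p-value. The limits on control intensity and fold are those of the study, whose reported gene values had been read before the filter was fixed and showed that the fold limit held on each array. The text of the paper states neither the intensity scale nor whether the intensity limit had to hold on both arrays. Its reported gene list holds intensities of similar scale on both arrays, so the limit of the study acted on another scale than the one used here. The filter used here is therefore an approximation of that of the study. The processed signals used here were not scaled between arrays, so the gene count need not be that of the study. The count of genes changed at least 1.5-fold in opposite directions served as a yardstick. In addition limma 3.58.1 in R 4.3.3 (lmFit and eBayes on log2 ratios, with +1 and -1 for the dye orientation and no intercept) tested 25975 probes, with Benjamini-Hochberg adjustment and a limit of 0.05. A probe was tested where at least 0.5 of its spots were well above background in the control channel on both arrays, or in the cyclopamine channel on both arrays. With 2 arrays there is 1 residual degree of freedom per probe, so the variance rests mostly on the pooled prior, and the number of arrays limits the precision. The 11 gene lists were tested with camera (inter-gene correlation 0.01, two-sided, adjusted over the 11 lists) and with fry beside it.

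The lists, the filters, the tests and the rule for naming genes were fixed before the deposited files were examined but after the study and its gene values had been read, so the lists and the fixed genes were not chosen blind to its result. Named were a fixed set of 19 genes, the 10 genes with the largest mean log2 ratio per direction among those past the study filter and measured in all 4 channels, up to 5 genes per direction that were not well above background in the dimmer group on either array, and members of called lists. A member of a list is not reported here by itself. For genes dim in a group the fold is a lower bound, from channel values after Aquantile normalisation against the lowest signal well above background, and is written as at least that fold.

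The steps were tested on simulated ratios for the comparison of cyclopamine with control over 25975 probes, 200 of them changed. The limma step called 85.0% of the changed probes and no unchanged probe, and the slope of estimated on true change was 0.98. The noise was drawn independently for each probe, so a bias shared by many probes, such as the trend with gene length on replicate 1, was not part of that simulation. Of the changed probes over the intensity limit, 93.2% passed the study filter, as did 7 unchanged probes.

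Alternatives were normexp background correction (offset 50 or 10) with loess, median centring, a further loess, the series table, the spot median with flagged spots kept, other rules for the probes of a gene, other limits of intensity and fold, other filters on dim probes, other variance priors, the 4 channels as separate samples, and each array alone. Chosen after seeing the data were a common 75th percentile for both arrays and the removal of the trends with gene length or probe GC content. Also chosen then were an extra list of aryl hydrocarbon receptor (AHR) targets and an extra list of kidney genes, after the ratios of their genes had been looked at. Gene length was the genomic length in the RefSeq gene table.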

Results

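To ask which genes depend on SHH signaling in the ureter around birth, the data compare explants cultured for 18 h with 10 µM cyclopamine against explants cultured with solvent, on 2 arrays with swapped dyes. Each array gave a ratio of a cyclopamine pool to a control pool of the same sex. On replicate 1 (female pools) 69.6% of control spots and 70.0% of cyclopamine spots were well above background, and on replicate 2 (male pools) 65.1% and 64.8%. The processed intensities were not on a common scale. The 75th percentile of the control channel was 3338 on replicate 1 and 628 on replicate 2, a ratio of 5.32. The same intensity limit was therefore stricter on replicate 2.

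The sex marker genes were read first. Xist (X chromosome) had an intensity of 3176 in the control and 8765 in the cyclopamine channel of replicate 1, and was not well above background on replicate 2. Ddx3y had intensities of 1798 and 1865 on replicate 2 and was not well above background on replicate 1. All 5 sex markers were brighter on the array of the labelled sex.

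The log2 ratios of the 2 arrays were weakly related. Across the 25975 tested probes, which are not independent replicates, Pearson's r was 0.24 and Spearman's rho 0.22. The ratios had an SD of 0.46 on replicate 1 and 0.30 on replicate 2.

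By the study filter, 86 genes were lower and 29 genes were higher in cyclopamine-treated ureters, among 13661 genes with a control intensity over 100 on both arrays. In opposite directions, 17 genes changed. If the arrays were unrelated, 19.8 genes would be lower on both, 6.80 higher on both and 26.4 opposite. Among the settings with both arrays, a limit of 2-fold gave the fewest genes (20 lower and 3 higher), and the mean log2 ratio in place of the ratio of each array gave the most (180 lower and 141 higher). With limma, 200 probes (173 genes) were lower and 118 probes (110 genes) were higher at an adjusted p under 0.05. Of the genes past the study filter, 56 of the lower and 15 of the higher were also called by limma. The limma counts depended on the fit. With the 4 channels as separate samples no probe was lower and 1 was higher, and at an unadjusted p under 0.05 that fit gave 287 lower and 280 higher probes.

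**Figure D1:**
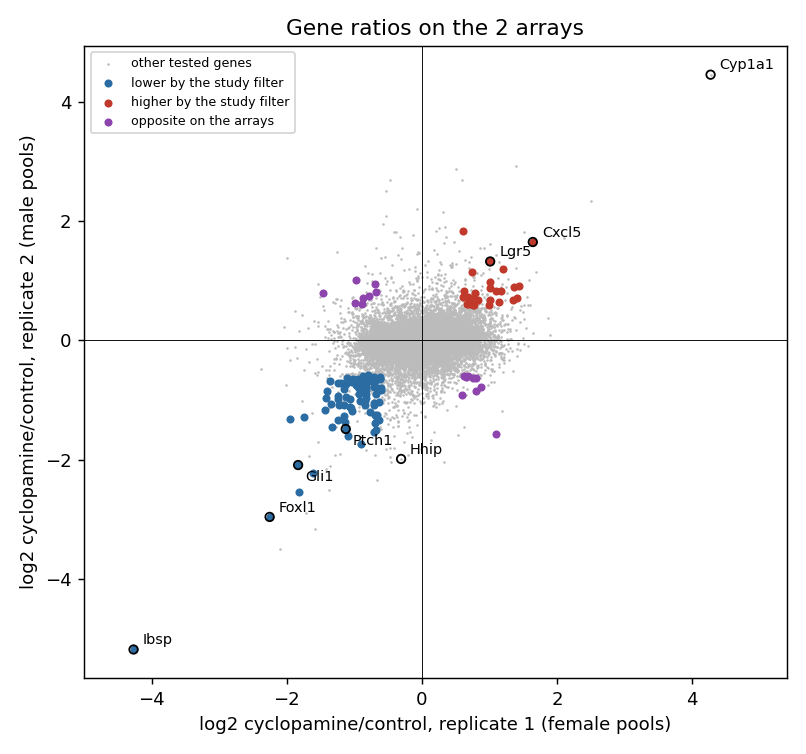
Log2 ratio of cyclopamine over control on replicate 1 (x axis) and replicate 2 (y axis), each point a tested gene, with genes past the study filter in colour and 8 genes circled. The 86 lower genes lie at the lower left, the 29 higher genes at the upper right, and Ibsp and Cyp1a1 lie far from the rest.

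Among genes past the study filter and measured in all 4 channels, the largest fall was that of Ibsp (chromosome 5), with a mean log2 ratio of -4.73 ± 0.65 (SD, n = 2) and an adjusted p of 2.18e-22 by limma. Foxl1 had a mean log2 ratio of -2.61 ± 0.50 (SD, n = 2; limma adjusted p 5.40e-12). Mc5r had a mean log2 ratio of -2.18 ± 0.51 (SD, n = 2), and Gli1 (chromosome 10, 126766967 to 126767026) one of -1.96 ± 0.18 (SD, n = 2; limma adjusted p 1.76e-08). The other genes among the 10 largest falls past the study filter were Sct, Ripply1, Rbp4, Itih3, Sp5 and Fmod, with mean log2 ratios from -1.92 to -1.32. All of these were lower on 2 of 2 arrays, which the study filter requires. Notumos, named after its values were seen, had a mean log2 ratio of -2.38 ± 1.12 (SD, n = 2) but a control intensity of 89.5 on replicate 2, under the limit. Among genes not well above background with cyclopamine on either array, Tgm5 was at least 2.97-fold lower and AI593442 at least 2.60-fold lower by the processed signals. These bounds depended on the processing, since with the series table values the mean log2 ratio was -0.37 for Tgm5 and -0.19 for AI593442.

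The 10 largest rises past the study filter were those of Cxcl5, Ereg, Padi2, Tmem64, Lgr5, Gbp5, Mmp13, Lox, Ifit1 and Pof1b. Cxcl5 had a mean log2 ratio of 1.65 ± 0.01 (SD, n = 2; limma adjusted p 1.60e-06), and Pof1b one of 0.99 ± 0.03 (SD, n = 2; limma adjusted p 0.00924). A second probe of Gbp5 showed a mean log2 ratio of 0.05, against 1.13 for the brighter probe. Among genes not well above background in the control on either array, Sgpp2 was at least 2.11-fold higher by the processed signals, and its mean log2 ratio was 0.24 with the series table values.

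The SHH targets were lower. The list median was -0.82 on replicate 1 and -1.49 on replicate 2, and the median of the mean log2 ratios was -1.15 (camera adjusted p 9.00e-19 over the 11 lists). Of the 7 genes, 6 were lower on both arrays, and limma called 5 over all probes and 6 when adjusted over the list alone. Ptch1 (chromosome 13, 63610298 to 63610357) had a mean log2 ratio of -1.31 ± 0.25 (SD, n = 2; limma adjusted p 0.000248). Foxf1 (chromosome 8, 123611944 to 123612003) had a mean log2 ratio of -0.98 ± 0.41 (SD, n = 2; limma adjusted p 0.0127). The probes of Hhip differed. The brightest Hhip probe had log2 ratios of -0.31 and -1.99 and missed the study filter on replicate 1, whereas the other probe had -0.99 and -2.32.

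Of the other genes fixed beforehand, Bmp4, Thy1, Foxd1, Aldh1a2, Snai1, Avpr1a and Car3 passed the study filter as lower. Aldh1a2 had a mean log2 ratio of -0.64 ± 0.03 (SD, n = 2; limma adjusted p 0.218) and Bmp4 one of -0.80 ± 0.04 (SD, n = 2; limma adjusted p 0.0589). Limma called Snai1, Avpr1a and Car3, but not Bmp4, Thy1, Foxd1 or Aldh1a2. This split depended on the processing. Of 15 alternatives, the call was gained in 7 for Foxd1, 6 for Thy1, 4 for Bmp4 and 2 for Aldh1a2. It was lost in 5 for Snai1, 3 for Avpr1a and 3 for Car3. Itga4 was lower on both arrays but missed the study filter on replicate 1, with log2 ratios of -0.36 and -1.38. Limma called it (adjusted p 0.0476), and the call was lost in 8 of 15 alternatives. Axin2 was higher on both arrays, with a mean log2 ratio of 0.49 ± 0.19 (SD, n = 2; limma adjusted p 0.462). Id2, Acta2 and Rarb had mean log2 ratios of -0.53, -0.49 and -0.10, and Ahr one of 0.26, and limma called none of these 4.

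Camera called 4 further lists. The BMP targets were lower (median -0.34, adjusted p 0.00772) with 6 of 6 genes lower on both arrays. The smooth muscle genes were lower mainly on replicate 2 (median -0.22, adjusted p 0.00772). Their list medians were -0.03 on replicate 1 and -0.47 on replicate 2. Of the 10 genes, 6 were lower on both arrays, and the rest were higher on replicate 1 and lower on replicate 2. The cholesterol synthesis genes were higher (median 0.41, adjusted p 1.34e-05) with 14 of 15 genes higher on both arrays, although limma called none of them. The oxidative and xenobiotic response genes were higher (median 0.61, adjusted p 1.10e-07) with 5 of 7 genes higher on both arrays. Cyp1a1 had a mean log2 ratio of 4.37 ± 0.13 (SD, n = 2; limma adjusted p 1.10e-21), and Hmox1 was lower on both arrays. The control intensity of Cyp1a1 was under the limit of 100 on both arrays (6.42 on replicate 2), so this gene missed the study filter. Its ratio therefore rests on a dim control. Over all probes limma called only Cyp1a1 in this list, and 4 genes when adjusted over the list alone. Camera was not run on the list without Cyp1a1. With fry only the oxidative and xenobiotic response genes passed the limit (adjusted p 0.0303). The fry adjusted p was 0.303 for the SHH targets and 0.607 for the smooth muscle genes. Camera used a fixed inter-gene correlation of 0.01, so its p-values do not measure the spread between pools.

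The other lists were not called by camera. The WNT targets had a median of 0.09 (adjusted p 0.474), with Lgr5 higher (1.17) and Sp5 lower (-1.35). The retinoic acid targets had a median of -0.18 (adjusted p 0.124), the urothelial genes 0.16 (adjusted p 0.0791), the mitotic genes -0.03 (adjusted p 0.356) and the unfolded protein and amino acid stress genes -0.06 (adjusted p 0.644). The collagen and matrix genes had a median of 0.21 (adjusted p 0.220), from 0.87 on replicate 1 and -0.45 on replicate 2.

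**Figure D2:**
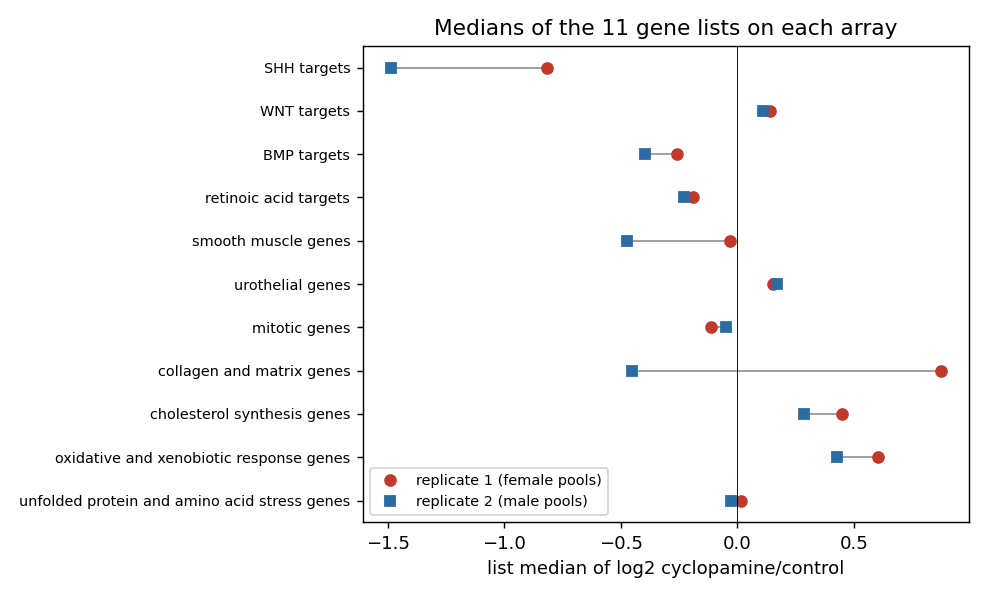
Median log2 ratio of cyclopamine over control (x axis) of the 11 gene lists (y axis) on replicate 1 (circles) and replicate 2 (squares), joined by a line. The SHH targets lie at -0.82 and -1.49, and the collagen and matrix genes at 0.87 and -0.45.

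**Figure D3:**
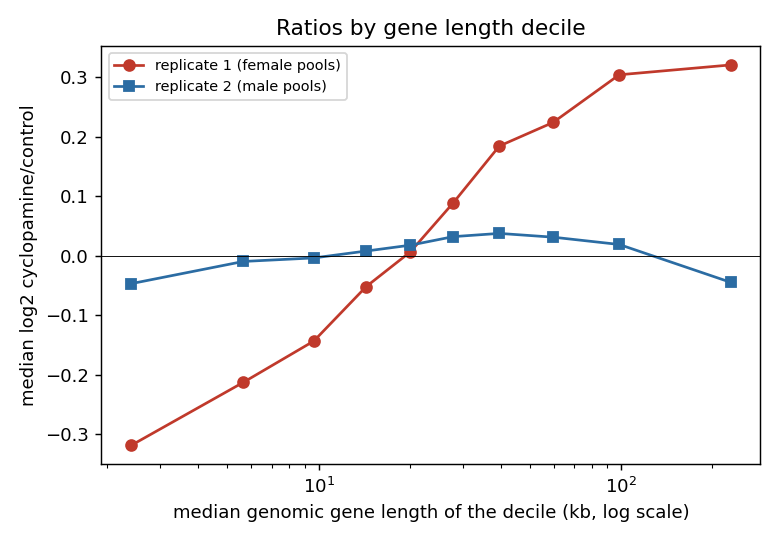
Median log2 ratio of cyclopamine over control (y axis) in 10 classes of genomic gene length (x axis, kb on a log scale) on replicate 1 (circles) and replicate 2 (squares). Replicate 1 runs from -0.32 in the shortest class to 0.32 in the longest, and replicate 2 stays between -0.05 and 0.04.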

Values the study reported

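The study reported 119 genes with reduced expression after cyclopamine under its intensity and fold limits. Its average fold changes were −28.1 for Ibsp, −6.4 for Foxl1, −4.7 for Mc5r, −3.9 for Gli1, −3.5 for Hhip, −2.5 for Ptch1, −2.0 for Foxf1, −1.7 for Bmp4 and −1.6 for Aldh1a2.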

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

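The tests of gene length and dye in this part were designed after the difference between the arrays had been seen. What the length removal and the further loess would do to the list was predicted before they were run.

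The collagen and matrix genes moved in opposite directions in the pools of the 2 sexes. The list median was 0.87 in female pools and -0.45 in male pools, a difference of 1.33, with 9 of 11 genes higher on replicate 1 and 10 of 11 lower on replicate 2. The difference was not tested, since each sex has 1 array. A trend of ratios with gene length on replicate 1 was not the whole cause, because the median stayed at 0.75 on replicate 1 and -0.49 on replicate 2 once it was removed. After a further loess on intensity the median was 0.91 on replicate 1 and -0.47 on replicate 2. The ratios had been balanced along intensity already and that step moved them little, so a bias along intensity stays open. A dye bias of these genes cannot be told apart from an effect of sex or of the single pools, because red over green was above 0 on both arrays (0.45 on replicate 2) and each dye orientation was used for 1 sex only. A sex difference in the response stays open and untested.

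Ahr showed the same split, with log2 ratios of 0.82 in female pools and -0.29 in male pools, a difference of 1.11. This difference was not tested either. Its second probe gave 0.82 and -0.09. No separate test was made for this gene, and the dye and the sex cannot be told apart here for the reason given for the collagen and matrix genes, where red over green on replicate 2 was 0.45.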

How the results depend on the processing

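Of the 11 lists, the SHH, BMP, smooth muscle, cholesterol, and oxidative and xenobiotic lists kept their direction and their camera call under all 13 alternatives with a test. The common 75th percentile is among these 13 but leaves every log2 ratio unchanged, so it could not change a call. All 13 used both arrays and the same fixed inter-gene correlation, so they do not test the spread between pools. The SHH median ranged from -1.29 to -1.13. Chosen after seeing the data were the gene length, probe GC and common 75th percentile settings. The cause of a change was not tested unless stated.

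The limma counts moved most. Lower and higher probes numbered 42 and 12 with normexp offset 50, 123 and 52 with offset 10, and 343 and 305 with an intensity trend in the prior. With no filter on dim probes 216 were higher. The split of calls also moved: 37.1% were higher in the main setting, 22.2% with offset 50 and 47.1% with the trend. With series table values limma called 0 lower and 0 higher probes (unadjusted p under 0.05: 818 and 1051). Rounding made 2946 probes identical on both arrays there. With the 4 channels as separate samples and no replicate block, which drops the pairing within an array, 0 probes were lower and 1 was higher. In the simulation that fit called 26 of 200 changed probes.

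Lower genes by the study filter numbered 55 with control intensity over 200, 20 at 2-fold and 180 by the mean log2 ratio. Higher genes numbered 3 at 2-fold and 141 by the mean. Opposite genes numbered 26 with series table values, 11 with the length trend removed, 11 with intensity over 200 and 1 at 2-fold. With a common 75th percentile for both arrays, 112 genes were lower and 39 higher, including all 86 and all 29 of the main setting. Not every setting kept these genes. Removing the length trend kept 66 of the 86 lower and 22 of the 29 higher genes, and normexp offset 50 kept 73 and 22.

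The urothelial genes passed the limit with normexp offset 50 (median 0.16, adjusted p 0.0111) and 10 (0.15), series table values (0.14), the length trend removed (0.22) and the 4 channels (0.16); the adjusted p ranged from 0.00916 to 0.193. The retinoic acid targets passed it with series table values (-0.20), the length trend removed (-0.25) and no dim filter (-0.24). Removing the length trend reversed the WNT targets (-0.026) and the unfolded protein and amino acid stress genes (0.10), neither of them called in any setting.

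With a single array no test was possible. Alone, the arrays gave 229 to 1743 lower and 80 to 1362 higher genes, the larger counts from replicate 1. The list medians ran from 0.11 to 0.14 for WNT targets, -0.23 to -0.19 for retinoic acid targets, 0.15 to 0.17 for urothelial genes, 0.29 to 0.45 for cholesterol synthesis genes, 0.43 to 0.60 for oxidative and xenobiotic response genes, -0.11 to -0.048 for mitotic genes and -0.026 to 0.017 for stress genes.

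Among single named genes, calls were lost in 120 cases and gained in 20 over all alternatives, with no reversal. The fixed intensity limit acted on unequal scales: with the limit at 50, 108 genes were lower and 41 higher.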

Other observations

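Tests of the trend along gene length across arrays, of spot noise, of the IWP-2 label, of Xist, of AHR targets and of kidney genes were chosen after the values had been seen. The AHR and kidney lists hold genes whose ratios had been looked at, so they describe these arrays and test nothing independently.

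Ratios of replicate 1 rose with genomic gene length, and those of replicate 2 did not. Spearman's rho across 22468 probes, which are not independent replicates, was 0.44 on replicate 1 and 0.035 on replicate 2. A shared dye bias would have turned the sign on replicate 2, and a shared effect of cyclopamine on long genes would have given a rise there, so the value of 0.035 argues against each of them alone. A dye trend and a cyclopamine trend of similar size would add on replicate 1 and cancel on replicate 2. That sum cannot be told apart from a trend of replicate 1 alone, since both make the mean ratio rise with gene length (rho 0.36). Probe GC content was argued against, since rho was still 0.42 once its trend was removed. Broken RNA in the control pool of replicate 1, or copying that stopped early, would raise probes near the 5' end over probes near the 3' end of the same gene. Over 4132 genes with probes at least 500 bp apart the median difference was -0.012 (95% bootstrap interval -0.025 to 0.00019), against 0.029 on replicate 2. Distances along the transcript were not known, which limits this test. Whether the trend arose in the pools of replicate 1 or from such a sum stays open, as does the sex of the animals, which was not tested.

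The ratios of replicate 1 also spread wider. More spot noise was argued against, because the median SD between spots was 0.0366 on replicate 1 and 0.0435 on replicate 2. Compression by dimmer signals was argued against, because in the brightest 25% of probes the SD of replicate 1 was 2.44 times that of replicate 2. The length trend was not the whole cause, because the ratio of the SDs was still 1.42 once it was removed. Sex, dye orientation and pool stay open.

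The cholesterol synthesis genes were higher on both arrays (median 0.41), as predicted before the data were examined for a steroidal compound that raises sterol synthesis genes. The prediction does not separate a direct effect of the compound from one through SHH inhibition, and fry did not call the list (adjusted p 0.287).

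The oxidative and xenobiotic response genes were higher on both arrays, at 0.43 on replicate 2, so a dye bias of these genes was argued against. Ahrr, Tiparp, Ugt1a6b and Nqo1, named after their values were seen, passed the study filter as higher. A response of the AHR type may lie behind this. The further AHR targets had a median of 0.49 with 4 of 7 tested genes higher on both arrays, but these genes had been looked at when the list was written, so the hypothesis cannot be told apart from a choice of genes that rose.

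The labels name IWP-2 for the treated channel. Axin2 was higher (mean log2 ratio 0.49) while the SHH targets were lower on both arrays, which argues against IWP-2 in place of cyclopamine. Swapped array files were argued against by the sex markers, 5 of 5 of which followed the labelled sex.

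Xist differed between the pools of replicate 1, with a log2 ratio of 1.46 at its brighter probe and 0.36 at the other. Male ureters in the control pool were argued against, because Ddx3y had an intensity of 3.45 there and neither it nor Uty was well above background. Eif2s3y was well above background in that channel, at 18.9 against 1764 in the control of replicate 2.

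Some genes known from kidney were higher on replicate 2 only, such as Pdzk1 with log2 ratios of -0.03 and 1.13, named after its values were seen. Slc27a2, named likewise, was well above background only in the cyclopamine channel of replicate 2. Kidney tissue in that pool is a candidate explanation. Only 6 of 17 genes of the kidney list were tested, with a median of 0.10 on replicate 2, which decides nothing. The abundant kidney genes Umod and Kap were not well above background.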
